A study of Homo sapiens with 6 samples. Its data were reported in "EZH2 mediated metabolic rewiring promotes tumor growth independently of histone methyltransferase activity in ovarian cancer" (2023).

How the data were processed

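Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in OVCAR8 cells, an established line of high grade serous ovarian cancer. The 6 samples comprised libraries for EZH2, H3K27me3, SUZ12 and H3K4me3, an input library, and a separate input for H3K4me3. Samples were grouped by the antibody or the title in the labels, with 1 library per group. The 4 immunoprecipitated libraries each had a peak list. The 2 inputs had no file and were not used here. The labels and the methods of the study name different suppliers for the EZH2 and SUZ12 antibodies. According to the methods, chromatin for EZH2 and SUZ12 was sonicated for more cycles than that for H3K27me3 and H3K4me3, so the libraries differed in more than the antibody.

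According to its methods, the study trimmed adapters with Trim Galore and mapped reads to hg19 with Bowtie2. Reads of low mapping quality and duplicates were removed, and peaks were called for each library with MACS2, with the input as control and default parameters. In the deposited lists the authors' caller gave each peak a score, a fold enrichment over the local background, the -log10 of its p-value and of its q-value, and the position of its summit. These values belong to single peaks and were used only to describe, rank or filter peaks within a list. The lowest -log10 p in each list was 1.30, which is looser than the default threshold of the caller. In the EZH2, H3K27me3 and SUZ12 lists, 35829, 55540 and 16084 rows repeated the start and end of another row, and no row of the H3K4me3 list did, so the lists were not all made with the same settings. Peak names carried replicate number 1 for EZH2 and 2 for H3K27me3 and SUZ12, and none for H3K4me3.

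The build was checked against chromosome lengths. On 14 chromosomes the last peak lay beyond the end of the hg38 chromosome, so coordinates are those of hg19. The reference used here was of hg38, and coordinates were not converted. For that reason the genomic distribution of EZH2 solo peaks, the promoters of IDH2 and OGDHL, the promoters of the other genes of the tricarboxylic acid (TCA) cycle and the comparison loci chosen by gene were not analysed here.

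Peaks with q below 0.05 on chromosomes 1 to 22 and X were kept, and rows with the same start and end were counted as 1 peak, the row with the highest -log10 p being kept. Peaks overlapped when they shared at least 1 bp. EZH2 peaks without H3K27me3 and SUZ12 peaks were called EZH2 solo, and those with both EZH2 ensemble. H3K27me3 peaks without an EZH2 peak were called H3K27me3 solo. Shares were given with exact (Clopper-Pearson) 95% intervals, which cover counting error only, or with 95% intervals from 1000 bootstrap resamples of 5 Mb blocks of the genome, which allow for neighbouring peaks that are not independent. The expected overlap of 2 lists came from a circular permutation with 1000 rotations, in which each chromosome of the second list was shifted by a random distance. The one-sided p-value was the share of rotations with an overlap as high as the observed one, adjusted over the 6 pairs of lists by the Benjamini-Hochberg method. The smallest p-value that 1000 rotations can give is 0.001. In a local version, lists were shifted by 50 kb to 1 Mb, which keeps the regional density of peaks. For the folds of single peak classes recomputed under alternatives, the rotation p-value was two-sided. Rotation p-values and block intervals describe these lists. With 1 library per target there was no replicate, so no difference between libraries was tested against replicate error.

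Depth is not given by a peak list. The number of fragments at the summit (pileup) and the local background were therefore solved for each row from its fold enrichment and p-value under the Poisson model of the caller. A whole number of fragments solved 100% of the rows of each list, whereas 4.61 to 7.05% of altered p-values were solved by chance. The local background was expressed relative to the lowest level in the same list, taken as its most frequent value.

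The peaks named by position were, for each of EZH2 solo, EZH2 ensemble and H3K27me3 solo, the 3 with the highest fold enrichment among those with q below 1e-05. The overlap and rotation functions were tested on simulated data. Of 5000 overlaps planted in a simulated list of 116541 peaks 5000 were found, and independent simulated lists of the size of the EZH2 list and of 20000 peaks overlapped 1.03-fold relative to rotation. The pileup solver recovered 100% of 19841 simulated pileups, and 8.07% of altered p-values in these simulated data were solved by chance.

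The alternatives fixed before the data were examined were all peaks in the files, q below 0.01, q below 1e-05, a fold enrichment of at least 3, the 20000 peaks of smallest p-value in every list, a peak covered for at least 0.5 of its length by peaks of the other list, the summit inside the other peak, other peaks extended by 1 kb, all sequences, every row counted, classes by H3K27me3 alone, local rotation, blocks of 20 Mb, and matching of solo to ensemble peaks in decile of fold enrichment or of width. Alternatives other than local rotation used 200 rotations. A further 5 alternatives were chosen after seeing the data. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and the number of EZH2 peaks that overlapped H3K27me3 was checked with BEDTools 2.31.1, which gave the same count.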

Results

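To describe where EZH2 binds with and without the mark it deposits, EZH2, the repressive mark H3K27me3, SUZ12 (another subunit of the PRC2 complex) and H3K4me3, a mark of active promoters, were profiled by ChIP-seq in OVCAR8 cells with 1 library each. At q below 0.05 the lists held 116541 EZH2 peaks, 78447 H3K27me3 peaks, 21290 SUZ12 peaks and 135618 H3K4me3 peaks. Of the deposited rows, 22.6% passed this threshold for EZH2, 62.4% for H3K27me3, 10.3% for SUZ12 and 42.1% for H3K4me3. The median peak width was 475 bp for EZH2, 606 bp for H3K27me3, 624 bp for SUZ12 and 184 bp for H3K4me3. The median fold enrichment given by the authors' caller was 3.08 for EZH2, 2.60 for H3K27me3, 3.48 for SUZ12 and 3.63 for H3K4me3.

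The depth behind single peaks was low. The median number of fragments at the summit was 13 in the EZH2 list, 33 in the H3K27me3 list, 13 in the SUZ12 list and 6 in the H3K4me3 list. The lowest local background was 2.57, 2.11, 1.42 and 0.635 fragments in the same order. At q below 1e-05, 7682 EZH2 peaks, 28346 H3K27me3 peaks, 4282 SUZ12 peaks and 33891 H3K4me3 peaks remained in the lists. The absence of a peak in a list therefore means that none was detectable at this depth.

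EZH2 peaks were classified by H3K27me3 and SUZ12 to ask how many lie outside the canonical PRC2 pattern. Of the EZH2 peaks, 88862 (76.2%, block 95% interval 74.1 to 78.5%) overlapped neither H3K27me3 nor SUZ12 and were EZH2 solo. EZH2 ensemble peaks, which overlapped both, numbered 7409 (6.36%, 5.75 to 6.93%). A further 18366 EZH2 peaks (15.8%) overlapped H3K27me3 only and 1904 (1.63%) overlapped SUZ12 only. The exact interval for counting error was 76.0 to 76.5% for solo and 6.22 to 6.50% for ensemble peaks. When the EZH2 peaks were checked against every deposited H3K27me3 and SUZ12 row, an alternative chosen after seeing the data, the solo share was 58.4%, the largest shift of the alternatives. Of the solo peaks, 17750 overlapped a deposited SUZ12 row and 4694 an H3K27me3 row that had not passed q below 0.05, and 68045 (76.6%) overlapped no row of either list.

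The lists were next compared in pairs with rotated lists, by one-sided circular permutation. EZH2 peaks overlapped H3K27me3 peaks 5.46-fold more often than in rotations (25775 peaks, permutation, adjusted p = 0.001) and SUZ12 peaks 7.14-fold more often (9313 peaks, adjusted p = 0.001). H3K27me3 peaks overlapped SUZ12 peaks 12.4-fold more often (13265 peaks, permutation, adjusted p = 0.001). For H3K4me3, the folds were 5.08 for SUZ12 peaks (6260 peaks, permutation, adjusted p = 0.001) and 1.22 for H3K27me3 peaks (5544 peaks, adjusted p = 0.001). These p-values are the smallest that the rotations can give. The overlap of EZH2 with H3K4me3 (5594 peaks, 4.80%) was not above rotation (0.975-fold, permutation, adjusted p = 0.888). Local rotation lowered the folds to 3.10 for EZH2 with H3K27me3, 4.06 for EZH2 with SUZ12 and 4.78 for H3K27me3 with SUZ12. Under local rotation EZH2 with H3K4me3 fell to 0.834-fold (permutation test for a lower overlap, a side chosen after the value was seen, p 0.001, adjusted 0.006). The largest shift under the alternatives was that of EZH2 with SUZ12, which reached 65.5-fold at q below 1e-05. EZH2 with H3K4me3 changed direction there, to 4.36-fold.

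**Figure D1:**
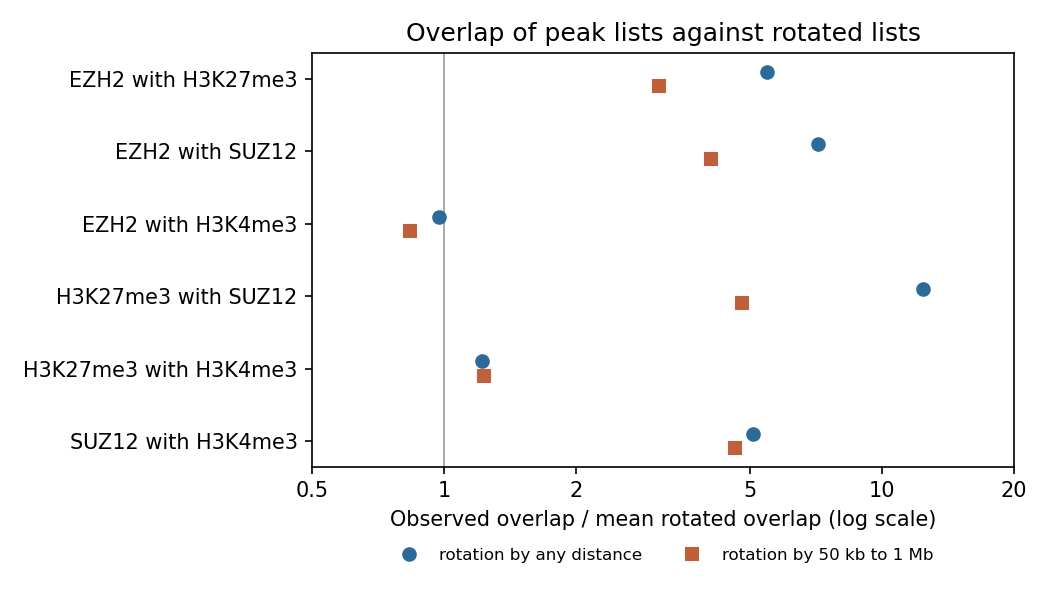
Fold of observed over mean rotated overlap (horizontal, log scale) for the 6 pairs of peak lists, with circles for rotation by any distance and squares for rotation by 50 kb to 1 Mb. EZH2 with H3K4me3 is the pair at or below 1 under both (0.975 and 0.834), and the other pairs lie above 1.

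To ask whether EZH2 solo sites carry the mark of active promoters, the share of peaks that overlapped an H3K4me3 peak was compared between classes. The classes take the EZH2 and SUZ12 lists as labelled, which the peak lists alone do not test. Of the EZH2 solo peaks 2476 (2.79%, block interval 2.67 to 2.91%) overlapped H3K4me3, against 2179 EZH2 ensemble peaks (29.4%, 26.5 to 32.7%) and 2663 of 53607 H3K27me3 solo peaks (4.97%, 4.62 to 5.36%). The solo share was lower than the ensemble share (difference -26.6 points, block interval -29.9 to -23.6). It was also lower than the share in H3K27me3 solo peaks (difference -2.18 points, -2.59 to -1.83). Both intervals excluded 0. The difference between solo and ensemble was largest at q below 1e-05 (-53.1 points) and smallest when classes were set by H3K27me3 alone (-7.04 points).

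Against rotated lists, EZH2 solo peaks overlapped H3K4me3 less often than expected. The rotated mean was 4.78%, a fold of 0.583, and 0 of 1000 rotations were as low as the observed share. Under local rotation the fold was 0.476. Solo peaks are selected for lacking H3K27me3 and SUZ12, and all EZH2 peaks together were at 0.975-fold, or 0.834-fold under local rotation. EZH2 ensemble peaks overlapped H3K4me3 4.82-fold more often than in rotations (4.48-fold under local rotation). For H3K27me3 solo peaks the fold was 0.931, with 21 of 1000 rotations as low, and under local rotation (0.956-fold, 96 of 1000 as low) the difference from rotation was no longer detectable. Among the other classes, H3K4me3 was found at 2.57% of EZH2 peaks with H3K27me3 only, at 24.5% of EZH2 peaks with SUZ12 only and at 38.5% (2581 of 6697) of SUZ12 peaks without EZH2 or H3K27me3. The folds over rotation were 0.497, 4.94 and 8.32 in the same order. For EZH2 peaks with H3K27me3 only, 0 of 1000 rotations were as low, and the fold under local rotation was 0.513. The lower overlap was therefore not limited to EZH2 solo peaks.

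**Figure D2:**
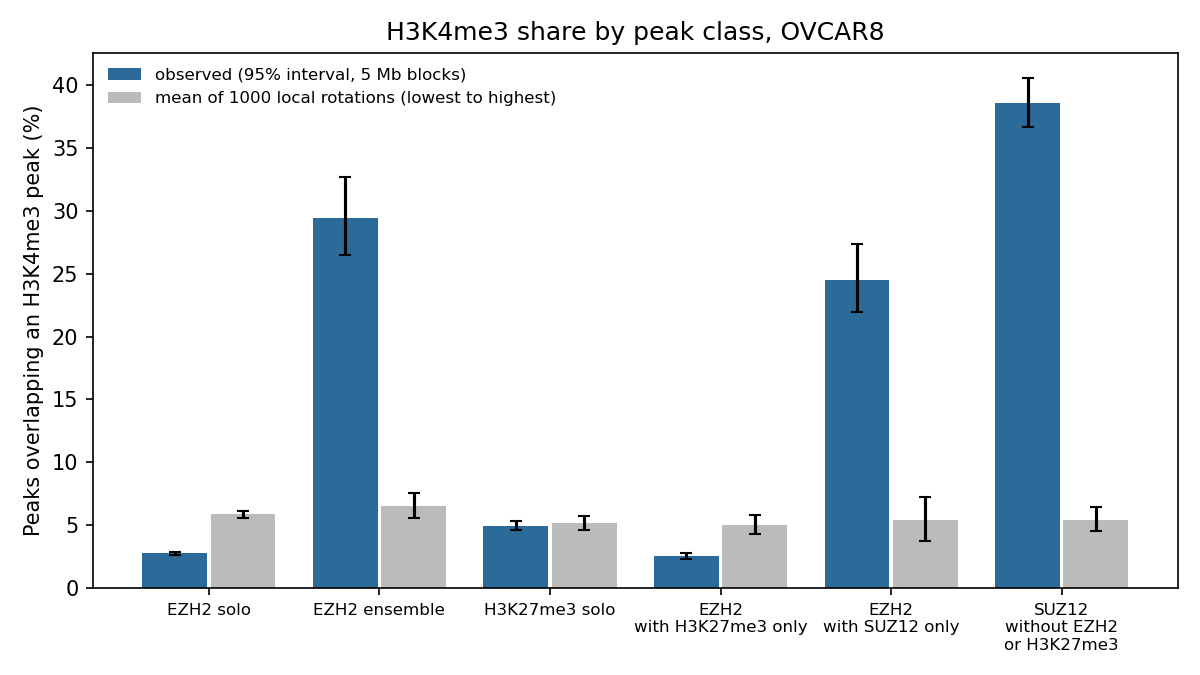
Percent of peaks in each class that overlap an H3K4me3 peak (blue, with the 95% interval from 5 Mb blocks) and the mean of 1000 local rotations (grey, with the lowest and highest rotation). EZH2 solo peaks (2.79%) lie below their local rotations (5.85%), and EZH2 ensemble peaks (29.4%) lie above theirs (6.57%).

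The same comparison was made from the side of the 17545 H3K4me3 peaks with q below 1e-20, which had a median width of 2034 bp. All EZH2 peaks together overlapped 2323 of them (13.2%), which was 0.960-fold relative to local rotation and 1.22-fold relative to rotation by any distance. EZH2 solo peaks overlapped 701 (0.352-fold relative to local rotation) and EZH2 ensemble peaks 1326 (7.56%, 8.45-fold). H3K27me3 peaks overlapped 2221 (12.7%, 2.03-fold) and SUZ12 peaks 4423 (25.2%, 9.65-fold). Within 0.5 kb of the summits of these H3K4me3 peaks, the density of EZH2 solo summits was 0.309 of that in the flanks at 10 to 20 kb, whereas that of EZH2 ensemble summits was 18.0-fold and that of SUZ12 summits 19.6-fold the density in the flanks.

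**Figure D3:**
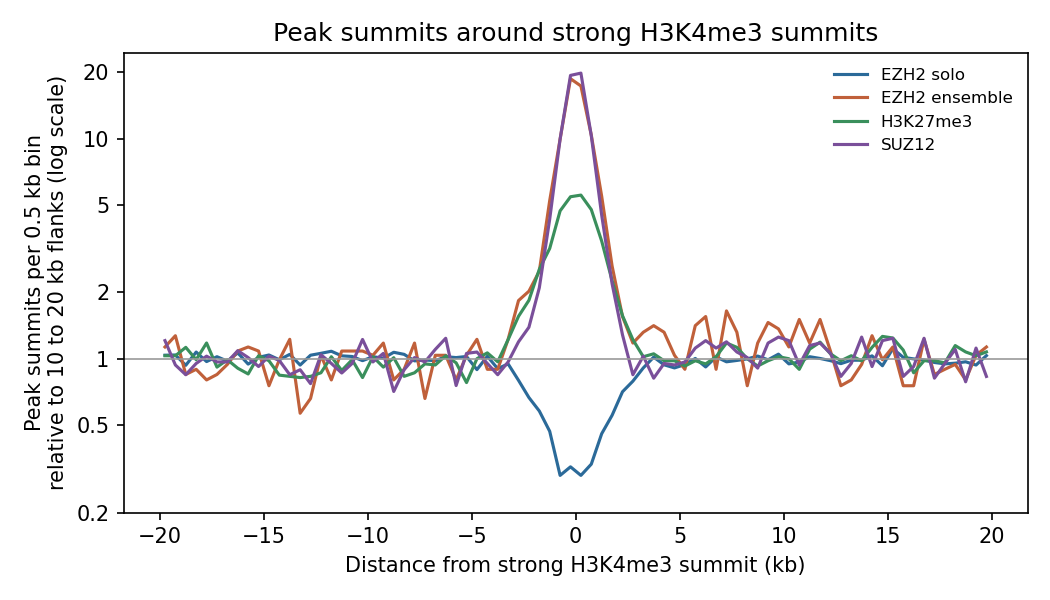
Number of peak summits per 0.5 kb bin around the summits of H3K4me3 peaks with q below 1e-20, relative to the flanks at 10 to 20 kb (log scale), against distance in kb. EZH2 solo summits dip to 0.295 in the lowest bin, whereas EZH2 ensemble, H3K27me3 and SUZ12 summits peak at 18.7, 5.54 and 19.8.

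Peak strength and width were compared between EZH2 solo and ensemble peaks. The median fold enrichment was 3.08 for solo and 3.11 for ensemble peaks, a difference whose block interval reached 0 (-0.0326, -0.114 to 0). Solo peaks were narrower, with a median width of 449 bp against 739 bp (difference -290 bp, -311 to -272). Their median -log10 q was 1.97 against 2.96 (difference -0.998, -1.16 to -0.868). A q below 1e-05 was reached by 4.23% of solo peaks and 27.7% of ensemble peaks. The median number of fragments at the summit was 12 for solo and 19 for ensemble peaks, over a local background of 3.17 and 5.16 fragments. The difference in fold enrichment moved most when a fold enrichment of at least 3 was required (-0.581), and it changed direction when classes were set by H3K27me3 alone (0.0869).

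The peaks of highest fold enrichment in each class were as follows, in hg19. The first EZH2 solo peak lay on chromosome 17 at 33478105 to 33478304, with a fold enrichment of 18.6 and 107 fragments at the summit. The next were on chromosome 12 at 20704348 to 20704747 (fold enrichment 18.5, 65 fragments) and on chromosome 2 at 230045216 to 230045976 (fold enrichment 17.6, 69 fragments). Of these 3, the peak on chromosome 12 overlapped H3K4me3. EZH2 ensemble peaks reached 38.0 on chromosome 14 at 88237554 to 88237834, 37.4 on chromosome 2 at 92269066 to 92269770 and 33.4 on chromosome 17 at 31149509 to 31149892. Their local backgrounds were 5.62, 28.5 and 8.42 times the lowest level of the list. H3K27me3 solo peaks reached 15.7 on chromosome 13 at 111599445 to 111600004, 14.2 on chromosome 19 at 49393253 to 49393798 and 13.2 on chromosome 9 at 27691718 to 27692132. No filter for regions prone to artefact signal, such as repeats, was applied here to any list. A high fold enrichment at these positions therefore need not mark binding. The genes at these positions were not analysed here.

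EZH2 solo peaks were spread unevenly over the chromosomes. Their density was 50.1 per Mb on chromosome 8 and 46.4 per Mb on chromosome 17, against 12.3 per Mb on chromosome 18 and 1.29 per Mb on chromosome X.

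**Figure D4:**
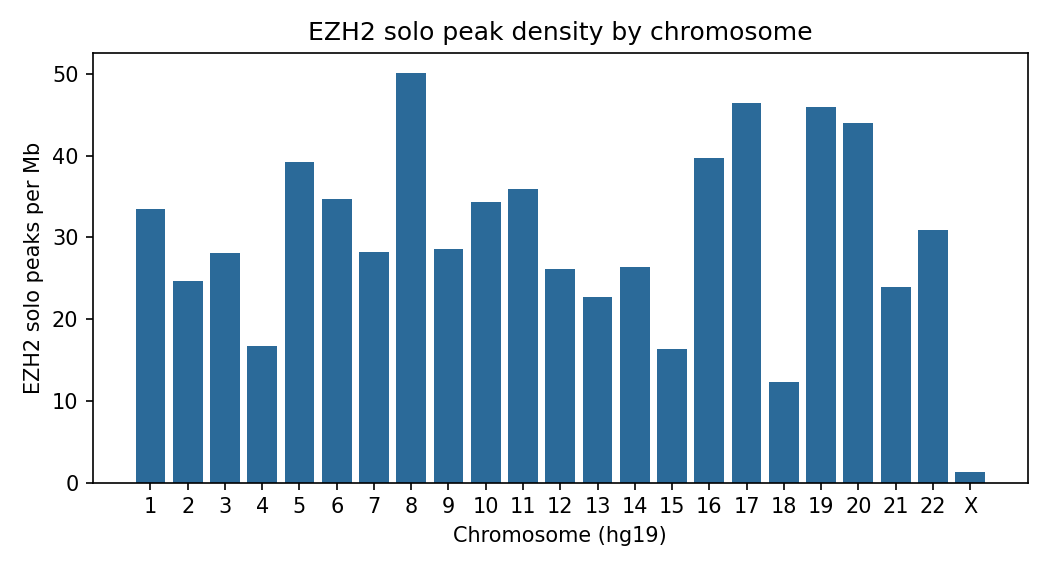
EZH2 solo peaks per Mb (vertical) on each chromosome of hg19 (horizontal). Chromosome 8 has the highest density (50.1 per Mb) and chromosome X the lowest (1.29 per Mb).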

Values the study reported

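The study reported that about 50% of the EZH2 solo peaks lay at promoters. It reported 617 genes that were downregulated both by DZNep treatment and by silencing of EZH2, of which 251 were defined as EZH2 solo targets.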

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

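The tests in this part were set out before their values were seen, except the comparisons of the local background with all peaks of a list, which were chosen after. Peaks with q below 0.05 on chromosome Y and on the mitochondrial genome lay outside the sequences that the report compares, and were noted because their number exceeded the limit of 3 that a count of 0 allows. No biological explanation was tested.

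On chromosome Y there were 168 EZH2 peaks, 100 H3K27me3 peaks, 111 SUZ12 peaks and 53 H3K4me3 peaks. Reads from repeats shared with other chromosomes are a candidate explanation. Of the EZH2 peaks on Y, 69.6% overlapped a peak of another list, against 25.9% on chromosomes 1 to 22 and X, and of the H3K27me3 peaks 88.0% against 40.9%. For SUZ12 the shares were 88.3% and 80.7%, so the excess was small, and for H3K4me3 they were 15.1% and 8.46%, from 8 peaks. The median local background relative to the lowest level did not point 1 way. On Y it was 3.16 for EZH2 and 3.07 for SUZ12, above the 1.32 and 2.10 of all peaks of these lists, but 3.35 for H3K27me3 and 1.00 for H3K4me3, below their 5.70 and 1.08. Marked sequence on Y would raise the overlap between lists as well. In a line from an ovarian cancer the Y chromosome itself is not a likely source, but no value in the lists decides the matter.

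On the mitochondrial genome there were 5 EZH2 peaks and 6 SUZ12 peaks, besides 2 H3K27me3 peaks and 1 H3K4me3 peak. The median local background of these peaks was 147 times the lowest level in the EZH2 list, 12.6 times in the H3K27me3 list, 207 times in the SUZ12 list and 121 times in the H3K4me3 list. In the EZH2, SUZ12 and H3K4me3 lists this lay above the 90th percentile of the peaks compared in the report (2.54, 6.38 and 2.44), which is consistent with the many copies of the mitochondrial genome in a cell. In the H3K27me3 list it did not (90th percentile 19.5), so a raised background in every list was not shown.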

How the results depend on the processing

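Of the 20 alternatives, 15 were fixed before the data were examined and 5 were chosen after seeing them: every H3K27me3 and SUZ12 row used to define classes, H3K4me3 peaks with q below 1e-20, every H3K4me3 row, EZH2 peaks with a local background over 3 times the lowest level left out, and rotation without empty windows. Where a value changed, the cause was not tested. No paired analysis was possible because each group had 1 library, and for the same reason no replicate was left out.

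The lower H3K4me3 share of EZH2 solo than of ensemble peaks kept its direction, with an interval without 0, under each of the 18 alternatives run for it (from -53.1 to -7.04 points), and the difference from H3K27me3 solo peaks under each of 16 (from -8.81 to -0.975 points). The fold over rotation of H3K4me3 at EZH2 solo peaks stayed below 1 and past the threshold under each of 17 (0.386 to 0.840), and that at ensemble peaks stayed above 1 (1.42 to 18.8). The overlaps of EZH2 with H3K27me3 (3.10 to 17.2-fold), of EZH2 with SUZ12 (2.56 to 65.5), of H3K27me3 with SUZ12 (4.78 to 29.0), of H3K27me3 with H3K4me3 (1.04 to 3.23) and of SUZ12 with H3K4me3 (1.73 to 18.9) stayed above rotation under the alternatives run for them. Solo peaks also stayed narrower (-445 to -125 bp) and of lower -log10 q (-5.29 to -0.258) than ensemble peaks.

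The number of solo peaks depended on the threshold. It was 402035 with all peaks in the files, 44786 at q below 0.01, 4623 at q below 1e-05, 56406 with a fold enrichment of at least 3 and 14013 with 20000 peaks per list, against 88862. Ensemble peaks numbered 44034, 4236, 1286, 3120 and 2778 in the same order, 25775 with classes by H3K27me3 alone and 19931 with every H3K27me3 and SUZ12 row, against 7409. The solo share was 73.9% with all peaks, 74.4% at q below 0.01, 60.2% at q below 1e-05, 85.5% with a fold enrichment of at least 3, 70.1% with 20000 peaks per list, 77.8% with 0.5 of the peak covered, 77.3% by summit, 72.8% with other peaks extended, 74.0% with every row counted, 77.9% with classes by H3K27me3 alone, 58.4% with every H3K27me3 and SUZ12 row and 78.3% without peaks of high background. In the same order the ensemble share was 8.10%, 7.04%, 16.7%, 4.73%, 13.9%, 5.44%, 5.69%, 8.65%, 8.25%, 22.1%, 17.1% and 5.13%.

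The overlap of EZH2 with H3K4me3 changed direction, from 0.975-fold to 1.30 at q below 0.01, 4.36 at q below 1e-05, 1.07 with a fold enrichment of at least 3, 2.59 with 20000 peaks per list, 1.24 with 0.5 of the peak covered, 1.17 by summit, 1.011 with other peaks extended (not above rotation by its permutation test) and 1.13 with every row counted. The H3K4me3 fold at H3K27me3 solo peaks (0.931) reversed to 1.83 at q below 1e-05, 1.97 with a fold enrichment of at least 3 and 1.99 with 20000 peaks per list, each different from rotation. It lay above 1 without a difference from rotation with 0.5 of the peak covered (1.02) and without EZH2 peaks of high background (1.04). It also lost its difference from rotation at q below 0.01 (0.994), with other peaks extended (0.984), all sequences (0.933), every row counted (0.991), local rotation (0.956), H3K4me3 peaks with q below 1e-20 (0.983) and every H3K4me3 row (0.993).

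The difference in median fold enrichment between solo and ensemble peaks had an interval without 0 with all peaks (-0.240), at q below 0.01 (-0.106), with a fold enrichment of at least 3 (-0.581), by summit (-0.0753) and without peaks of high background (-0.0776). It reversed, with an interval without 0, for classes by H3K27me3 alone (0.0869) and every H3K27me3 and SUZ12 row (0.0650). With other peaks extended (0.0592) and every row counted (0.0581) the value was positive but its interval reached 0. Of the H3K4me3 shares of single classes, 38 of the recomputed values lay outside the exact interval of the value reported and 7 within it.

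The low number of fragments at a summit limits the solo class, since a weak H3K27me3 or SUZ12 signal at an EZH2 peak may have gone undetected. The solo share was 58.4% once every deposited row counted. Those rows reached down to a -log10 p of 1.30. Their overlap with solo peaks was not compared with rotation, so some may overlap by chance. The EZH2 calls are limited as well: solo peaks had a median of 12 fragments over a local background of 3.17, and 4.23% reached q below 1e-05. Without a replicate, weak binding could not be told from background at such peaks. The alternatives on promoter width and on protein-coding start sites, and the alternatives for the genomic distribution of EZH2 solo peaks, the promoters of IDH2 and OGDHL and the promoters of TCA cycle genes, were not run, as no annotation of hg19 was used here.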

Other observations

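The tests of dilution by weak peaks, of selection of the class, of the rotated background, of DNA recovery, of another EZH2 list, of 1 shared input and of exchanged lists were chosen after the result they bear on was seen, as were the alternatives without empty windows and without peaks of high background and the estimate of peaks passing with a raised background. The other tests were chosen before.

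The share of EZH2 solo peaks with H3K4me3 was lower than in rotated lists and than in EZH2 ensemble and H3K27me3 solo peaks, and its interval overlapped that of EZH2 peaks with H3K27me3 only (2.57%). The study described its solo sites as enriched in H3K4me3, so the direction here is opposite. The study worded this as enrichment in H3K4me3 peaks, and the figures it cited show averaged signal and heatmaps around peak centres. That signal was not analysed here, and the values here are overlaps of called peaks. No biological explanation was tested. Several technical explanations were tested. Dilution by weak peaks would bring strong peaks to a fold of 1, but the 3757 solo peaks with q below 1e-05 gave 0.613, with 0 of 1000 rotations as low. Position beside H3K4me3 peaks would do so with peaks extended by 1 kb, and the fold rose to 0.840 but stayed below 1. That setting also extended H3K27me3 and SUZ12 peaks and so redefined the solo class (84898 peaks), so it does not settle this explanation. Within 20 kb of H3K4me3 summits with q below 1e-20, the highest density of solo summits in a bin was 1.11 of the flanks. No marked excess beside these summits was seen. Gaps and regional density do not account for it, as the higher of the folds under local rotation and without empty windows was 0.544. SUZ12 peaks (5.08-fold) and EZH2 ensemble peaks (4.82-fold) overlapped H3K4me3 more often than in rotations, so DNA at H3K4me3 sites was recovered in both libraries. These values do not show whether recovery was lower there than elsewhere, so a partial loss affecting weak peaks is not excluded.

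Other explanations stay open for that pattern. The class is selected for lacking H3K27me3 and SUZ12, which overlapped H3K4me3 above rotation themselves, and this selection may account for part of the pattern. Of the EZH2 peaks, 2464 overlapped an H3K4me3 peak without H3K27me3 or SUZ12, and 2376 of these were solo. Solo peaks were at 0.536-fold there under local rotation, with 0 rotations as low. For such H3K4me3 peaks with q below 1e-20 the fold was 0.408. All EZH2 peaks were lower still there (0.434 and 0.335-fold), so leaving out H3K4me3 peaks with H3K27me3 or SUZ12 lowered the fold by itself. These values therefore cannot show how much of the pattern the selection explains. Without the selection, all EZH2 peaks together were at 0.834-fold under local rotation, against 0.476 for solo peaks. Under rotation by any distance all EZH2 peaks lay above 1 at q below 0.01 and at q below 1e-05 (1.30 and 4.36-fold). Counted over all H3K4me3 peaks with q below 1e-20, all EZH2 peaks were at 0.960-fold under local rotation and solo peaks at 0.352-fold. The local background of EZH2 rows within 5 kb of a strong H3K4me3 summit was 1.13 times that of the other rows and may hide peaks there. With a background raised by that ratio 75.5% of the solo peaks would still pass, a smaller loss than the fold of 0.476 under local rotation, but the background at sites without a row is unknown. The deposited EZH2 list, of which 22.6% of rows pass q below 0.05, may also differ from the list that the study classified. An exchange of the EZH2 and SUZ12 lists would bear on the pattern as well, since the class then called EZH2 solo would be the SUZ12 peaks without EZH2 or H3K27me3, of which 38.5% overlapped H3K4me3. These explanations cannot be told apart, as the lists hold no value that decides between them.

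The local background did not behave as that of 1 input. At the 56063 places where EZH2 and H3K27me3 summits lay within 100 bp, the background relative to the lowest level was a median of 4.31 times higher in the H3K27me3 list, and a shared input would give a ratio near 1. For H3K27me3 and SUZ12 the ratio of SUZ12 to H3K27me3 was 0.333. For EZH2 and SUZ12 it was 1.06, with 41.6% of places within 20%, but it was also near 1 (1.00, with 44.1% within 20%) for EZH2 and H3K4me3, which has its own input in the labels, so a ratio near 1 is no evidence of a shared input. The backgrounds at such places rose together in EZH2 and H3K27me3 (rho 0.644), EZH2 and SUZ12 (0.712) and H3K27me3 and SUZ12 (0.797). With H3K4me3 the rho was 0.0876 for EZH2, -0.00874 for H3K27me3 and 0.0279 for SUZ12. As the peaks of the first 3 lists also overlap each other, this does not decide whether any of them shared an input. A candidate explanation for the ratios far from 1 is that the background came from the reads of each library itself. The Spearman correlation over rows (which are not independent replicates) between the background and the number of rows of the same list within 5 kb was 0.587 for EZH2, the lowest of these 3 lists, 0.798 for H3K27me3 and 0.714 for SUZ12, against 0.0529 for H3K4me3. A background taken from the library itself would be raised inside broad domains, where fewer peaks would then pass.

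The overlap of the EZH2, H3K27me3 and SUZ12 lists above rotation could in part come from chance values of a shared input. In simulated unchanged libraries called against 1 input, the highest fold over chance of the 3 pairs was 1.64 at a p of 0.01, below the lowest observed fold of 3.10 under local rotation. At the thresholds of the lists themselves the simulated pairs shared 0, 0 and 1 bins, too few for a fold. The p of 0.01 had been tried first and was kept for that reason. As the simulated settings are assumed, this does not exclude a contribution. Repeats of very high pileup would bring the fold to about 1 once peaks of high background are left out, and that of EZH2 with SUZ12 was 5.89 without them.

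SUZ12 peaks without EZH2 or H3K27me3 overlapped H3K4me3 more often than any other class compared (38.5%). Sites near the calling threshold do not account for it: of the 3818 SUZ12 peaks without any deposited EZH2 or H3K27me3 row, 36.9% overlapped H3K4me3, 6.94-fold relative to local rotation, and of 308 such peaks with q below 1e-05, defined by the lists at q below 0.05, 78.6% did. An exchange of the EZH2 and SUZ12 lists is a possible explanation. It would leave 31.5% of the peaks then called EZH2 without H3K27me3 and the other list, which is not a majority as the study describes, but no value here shows which antibody made which list, so an exchange and SUZ12 binding at H3K4me3 sites cannot be told apart.

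The density of EZH2 solo peaks differed between chromosomes. A candidate explanation is regional read density, such as the copy number of this cancer line, since a peak is called more easily where more DNA is present. Across 592 blocks of 5 Mb, which are not independent replicates, the density of solo peaks rose with the share of weak H3K4me3 rows whose local background lay above the lowest level of that list (Spearman rho 0.8001, Pearson r 0.752, and rho 0.766 without chromosome X). The rho was 0.740 for solo peaks with q below 1e-05, but 0.276 for ensemble peaks, 0.413 for SUZ12 peaks and 0.315 for H3K4me3 peaks. On chromosome X, 14.4% of weak H3K4me3 rows lay above the lowest background, against 74.2% on chromosome 8. Open chromatin or base composition may act on both measures and was not tested.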
